A study of Drosophila melanogaster with 18 samples. Its data were reported in "The long noncoding RNA mimi scaffolds neuronal granules to maintain nervous system maturity" (2022).

How the data were processed

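Total RNA was sequenced from heads of adult Drosophila melanogaster of 2 genotypes, wild type (the w1118 strain) and Δmimi, a strain in which, per the study's methods, most of the gene of the long noncoding RNA mimi was deleted, from just upstream of its start. From each preparation a tissue lysate and 2 granule fractions were sequenced, which gave 18 libraries in 6 groups of 3. Per the study's methods, male and female flies were blended and heads were separated from other body parts on sieves and ground. The ground material was passed through strainers to give the tissue lysate. After a slow spin had removed large debris, the supernatant was divided and spun faster, and the pellet was either taken as it was, as granules 1, or washed in detergent and spun again, as granules 2. The labels number the granule isolates 1 and 2, and the numbers were taken to stand for the unwashed and the washed pellet. The study calls the granule samples of a genotype biological replicates, but neither its text nor the labels say that the 3 samples of a group came from separate fly cultures, so the p-values measure only the spread between these samples, part of which may be technical.

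The authors treated all samples with proteinase K, extracted RNA with TRIzol LS, prepared stranded total RNA libraries with depletion of ribosomal RNA, and sequenced them as read pairs. The authors deposited 1 table of whole-number counts of reads per gene, not normalised, with a column for each of the 18 libraries. The authors mapped and counted reads with the RNA-seq module of snakePipes against an Ensembl annotation of Drosophila. The name of the table points to featureCounts as the counter. The aligner and the strand setting of the counting were not given in the sources used here. Reads of overlapping or antisense genes may therefore have been exchanged, and genes with near-identical copies (the Hsp70 genes, the Bomanin genes, the copies of 7SK and of the spliceosomal RNAs) are uncertain. The table held 17558 genes, 2066 of which had no count in any library. Symbols were taken from the annotation by gene identifier for 17252 genes, and the 306 genes without a symbol held 3.28% of all counts and stayed in the library sizes. Of the symbols in the gene lists, 20 were matched through older names. Total counts per library were between 3635256 and 7798946, with a median of 5757654.

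Changed genes were called with the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1) on the counts as deposited, with TMM scaling, robust estimation and the group as the only factor. Genes with a mean scaled count over 10 in the libraries of a fit were tested. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, which are the thresholds the study applied with DESeq2. Unless another tool is named, every adjusted p for a gene is from this edgeR test. A value after ± on a log2 fold change is its standard error (SE), computed from the fold change and its F statistic. Levels are CPM, on TMM-scaled library sizes for single genes and on all counts of a library for summed lists, as mean ± SD. The lysates of both genotypes were compared in a fit of the 6 lysate libraries. For each granule isolate, a fit of 12 libraries (lysates and that isolate, both genotypes) gave the change from lysate to granules in each genotype, the difference between these changes (the interaction) and the direct comparison of the granule fractions of both genotypes. A fit of the 12 granule libraries compared granules 2 with granules 1. The class of mimi granule RNAs was formed after the rule of the study, but with edgeR in place of DESeq2 and with an adjusted p where the methods of the study write only P. A gene was in the class if, in both isolates, its log2 fold change from lysate to granules was over 0.5 higher in wild type than in Δmimi, or was above 0 with an adjusted p under 0.05 in wild type and not so in Δmimi. Its overlap with lysate changes was tested by Fisher's exact test, two-sided. Both measures use the same lysates, so the overlap was also computed in 30 simulated data sets with no genotype effect and in 30 with the lysate changes but no interaction. The latter kept the observed lysate differences of the genes called in lysates, and all other genes were given none. Each simulated preparation had a deviation of its own, shared by its lysate and granules. No deviation was shared by the same replicate number of both genotypes.

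The 28 gene lists were neuropeptides, neuropeptide and amine receptors, synaptic vesicle and active zone, ion channels and transmitter receptors, learning and memory, DNA replication, mitosis and cell division, germline and maternal RNAs, eggshell, testis, accessory gland, digestive enzymes, muscle, photoreceptor, glia, fat body and yolk, hemocytes, odorant-binding proteins, cuticle proteins, antimicrobial peptides, heat shock proteins, detoxification enzymes, cytosolic ribosomal proteins, nuclear-encoded respiratory chain, mitochondria-encoded RNAs, small nuclear and nucleolar RNAs, endoplasmic reticulum and translocon, and proteins of neuronal granules. Each list was tested with camera of limma at its preset correlation between genes of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. Every p given for a list is from camera and adjusted, at the preset correlation unless the estimated one is named. Groups, tests, thresholds, lists, the rule for naming genes and most alternative settings were fixed before the data were examined. The lists were written with the study at hand, and the study names cell proliferation, early embryonic genes, synaptic signalling and neuropeptides from the same libraries, so the corresponding lists are not independent evidence of their direction. The list tests in the direct comparisons of granule fractions were added after seeing the data.

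Genes were named by a fixed rule. It took mimi, a panel of genes of neuronal granules and reference genes, the 8 changed genes with the largest log2 fold change in each direction with an average log2 CPM of at least 3 and no overlap between the libraries compared, and the 4 changed members of each list with the largest change. List members that did not pass could also be named with their values. From what the rule gave, genes were picked for the text after their values were seen. The interaction values of Dop2R and salr in granules 2 fall outside the rule and were also chosen after they were seen.

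The replicate numbers in the labels were shared by all groups. Deviations from the group means were correlated across genes for each pair of groups. All 45 correlations of same-numbered libraries were over 0.1, from 0.225 to 0.756, and in 15 of 15 pairs of groups each of them exceeded those of differently numbered libraries. The numbers were therefore taken to pair the samples, which was decided before the blocked calls were computed, and a fit with a replicate block was an alternative throughout. Its block was the replicate number where the genotypes were compared, and the preparation (genotype and number) where granules were compared with lysate. Other alternatives were DESeq2 1.42.0, other scalings, removal of mitochondria-encoded and small nuclear and nucleolar RNAs, other filters on low counts, all 18 libraries in one fit, no limit on the fold change, and leaving out each library. Leaving out replicate 2 of every group, the replicate block together with an estimated correlation, and the class formed by the interaction test with the block were added after seeing the data. Replicates differed by more than sampling noise in every group (chi-square per gene from 5.79 to 49.08), so no library was counted as a duplicate.

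The fits were tested on simulated counts with 200 changed genes, drawn independently for each library and so without the pairing of the data. In the lysate comparison, 63% of genes changed by a log2 fold change of 1 and 91% of those changed by 2 were recovered. For wild-type granules 1 these shares were 77% and 95%, and for the granules 1 interaction 35% and 91%. Tables and plots were made with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Positions and transcript lengths were taken from an Ensembl annotation of the BDGP6 assembly, which may differ in version from that used for counting.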

Results

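RNA of adult fly heads was measured in tissue lysates and in 2 granule fractions, granules 1 and granules 2, of wild-type and Δmimi flies, with 3 libraries in each of the 6 groups. mimi is a long noncoding RNA that the study describes as the scaffold of large RNA-protein granules in neurons. The comparisons asked how the head transcriptome of Δmimi differed from wild type and which RNAs were higher in granule fractions than in lysates. They also asked for which RNAs this differed between the genotypes. Wild type and Δmimi are separate strains, and no library came from Δmimi flies with mimi restored. Loss of mimi therefore cannot be told apart from other differences between these strains. Total counts per library were between 3635256 and 7798946, with a median of 5757654. The most counted gene was ninaE, the main rhodopsin of the eye, in replicates 1 and 3 of every group and Mhc, the muscle myosin heavy chain, in replicate 2 of every group. The summed CPM (counts scaled to a library size shared by all libraries) of muscle RNAs was 46748 ± 18655 in wild-type lysates and 55338 ± 22725 in Δmimi lysates (mean ± SD, n = 3), and the highest libraries held 68236 and 81394.

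Few counts of mimi were left in Δmimi libraries (lncRNA:mimi, FBgn0051451, chromosome 3R, 23983503 to 23985065, plus strand). Wild-type lysates held 1240 ± 274 CPM and Δmimi lysates 13.3 ± 2.29 (n = 3 each), a log2 fold change of -6.55 ± 0.26 with an adjusted p of 4.4e-05 in edgeR. In wild type mimi was higher in the granule fractions, with 2523 ± 241 CPM in granules 1 and 2382 ± 59.7 in granules 2. The log2 fold change from lysate was 1.01 ± 0.21 in granules 1 (adjusted p = 0.00646) and 0.95 ± 0.27 in granules 2 (adjusted p = 0.0365). The granules 2 value missed the threshold without each of 8 of the 12 libraries, with an adjusted p of up to 0.108, namely all lysate and granules 2 libraries of wild type, Δmimi lysate replicate 3 and Δmimi granules 2 replicate 1. In Δmimi the remaining counts did not differ detectably between granules 1 and lysate (-0.33 ± 0.24, adjusted p = 0.441) or granules 2 and lysate (0.07 ± 0.30, adjusted p = 0.912). The gene spans 1563 bp with transcripts of 1063 and 1563 bp, and by the study's methods the deletion runs from just upstream of its start over most of the gene, so reads from the 3′ end do not test the deletion. CG31140, the gene just upstream (3R, 23963180 to 23983232, plus strand), was not called in lysates (-0.34 ± 0.17, adjusted p = 0.456). Per the study, the untranslated end of CG31140 reaches into the region of mimi. Reads left in Δmimi may in part come from it.

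**Figure D1:**
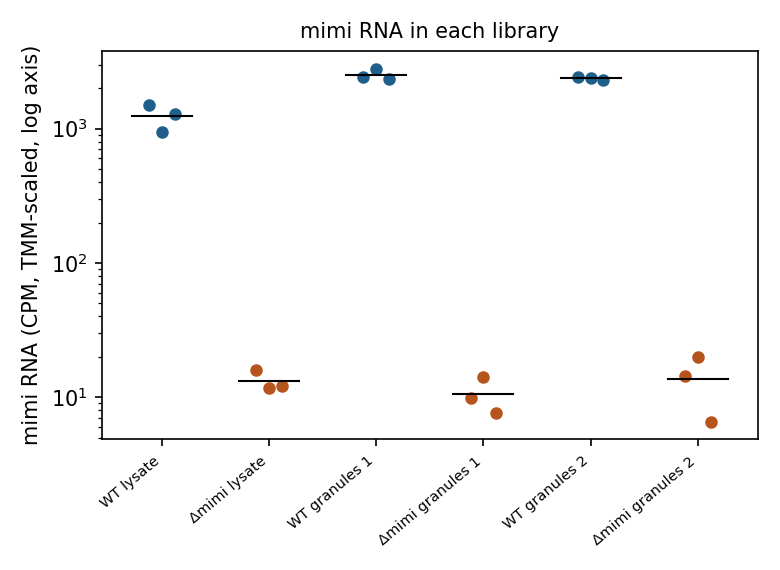
CPM of mimi (log axis, TMM-scaled) in each of the 18 libraries, by group, with wild type in blue and Δmimi in orange. Points are libraries and black lines are group means. Group means in wild type lie between 1240 and 2523 and in Δmimi between 10.5 and 13.7.

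In Δmimi head lysates, 161 of 9774 tested genes differed from wild type, 85 higher and 76 lower. Among the larger increases were those of genes of detoxification, immunity and storage. The cytochrome P450 genes Cyp6a17 and Cyp6a14 rose from 2.06 ± 0.59 to 175 ± 8.1 and from 0.519 ± 0.247 to 17.4 ± 2.74 CPM (log2 fold changes of 6.40 ± 0.20, adjusted p = 1.12e-05, and 4.97 ± 0.31, adjusted p = 3.76e-04). Tep4, a complement-like protein, rose from 64.7 ± 14.5 to 831 ± 49.3 (3.68 ± 0.19, adjusted p = 1.47e-04) and Lsp1beta, a subunit of a larval storage protein, from 17.0 ± 4.6 to 183 ± 40.8 (3.41 ± 0.24, adjusted p = 5.91e-04). Among the genes that fell, the dynein heavy chain gene Dhc98D went from 42.8 ± 3.8 to 4.31 ± 1.25 (-3.32 ± 0.20, adjusted p = 3.76e-04). The count was 91 without wild-type lysate replicate 1, 79 without wild-type lysate replicate 3, 308, 106 and 90 without Δmimi lysate replicates 1, 2 and 3, and 103 without replicate 2 of both groups. It was 431 with DESeq2 and 891 (503 higher, 388 lower) with the replicate block.

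Neuropeptide RNAs were shifted downward in Δmimi lysates. The median log2 fold change of the 34 measured precursors was -0.56 (adjusted p = 8.35e-09, and 0.528 with an estimated correlation), 3 fell and none rose (10 and 1 adjusted over the list alone). Their summed level was 1653 ± 506 CPM in wild-type and 1421 ± 456 in Δmimi lysates, with overlapping ranges (1226 to 2212 and 1026 to 1920). Capa, which encodes hormones of water balance, fell from 37.2 ± 3.5 to 16.1 ± 0.87 CPM (-1.21 ± 0.13, adjusted p = 0.00313, n = 3 each). Hug, a peptide of feeding control, fell from 31.5 ± 4.0 to 12.95 ± 1.83 (-1.28 ± 0.17, adjusted p = 0.00797, and 0.0522 without wild-type lysate replicate 3). The call of natalisin, the other of the 3, was lost without each of 5 of the 6 libraries (adjusted p up to 0.111). Smaller shifts in the same direction were found for the 60 neuropeptide and amine receptors (median -0.23, adjusted p = 0.00143, and 0.757 with an estimated correlation), of which 1 fell (2 adjusted over the list alone), for the 40 synaptic vesicle and active zone genes (-0.27, adjusted p = 1.02e-04, and 0.699), for the 48 ion channels and transmitter receptors (-0.21, adjusted p = 7.65e-04, and 0.757) and for the 27 glial genes (-0.17, adjusted p = 0.0189, and 0.672), where the second p is again that with an estimated correlation. The receptor gene that fell, AstC-R1, lost its call without each of 4 of the 6 lysate libraries (adjusted p up to 0.166). In the synaptic vesicle and ion channel lists no member passed in edgeR, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 7 and 8 were lower, and DESeq2 called 0 and 1. No glial gene passed over all genes (1 lower adjusted over the list alone, 2 higher and 4 lower at an unadjusted p under 0.05, 1 lower in DESeq2). The 16 learning and memory genes did not pass (median -0.04, adjusted p = 0.669). The replicate block gave 16 neuropeptide genes that fell and 1 that rose, and 5 receptor, 3 synaptic vesicle, 4 ion channel and 2 glial genes fell.

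Germline and cell division RNAs were shifted upward in Δmimi lysates, in list tests that were lost with an estimated correlation (adjusted p = 0.528 for each of the 3 lists). The 39 measured germline and maternal RNAs had a median log2 fold change of 0.89 (adjusted p = 5.99e-16) and summed to 2274 ± 204 CPM against 1720 ± 132 in wild type. Of these only qin, a factor of the piRNA pathway, rose over all genes (1.99 ± 0.22, adjusted p = 0.0039), while 19 rose adjusted over the list alone. The 63 mitosis and cell division genes had a median of 0.81 (adjusted p = 9.61e-14) and summed to 2018 ± 310 against 1554 ± 93.5, and the 38 DNA replication genes had a median of 0.68 (adjusted p = 1.47e-07). Over all genes no member of the mitosis and replication lists passed in edgeR, against 37 and 17 at an unadjusted p under 0.05 and 18 and 5 in DESeq2. Adjusted over the list alone, 21 mitosis genes and 0 replication genes rose. The replicate block gave 18 germline, 17 mitosis and 9 replication genes that rose and none that fell.

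Lists of tissues from outside the brain were measured in the same lysates. Of the eggshell genes only 3 were measured, with a median of 2.11 (adjusted p = 0.0253, and 0.528 with an estimated correlation). 2 of them rose adjusted over the list alone and none over all genes in edgeR (2 at an unadjusted p under 0.05, and 2 in DESeq2). These, named after their values were seen, were fs(1)M3 (2.18 ± 0.55, adjusted p = 0.119) and fs(1)N (2.11 ± 0.66, adjusted p = 0.213), which passed with the replicate block (adjusted p = 1.27e-04 and 0.0204) and without Δmimi lysate replicate 1 (0.00772 and 0.00379). The lists of testis (median 0.08, adjusted p = 0.152), accessory gland (0.64, adjusted p = 0.456), digestive enzymes (0.10, adjusted p = 0.229) and muscle (0.24, adjusted p = 0.18) did not pass. With the replicate block the muscle list passed upward (adjusted p = 9.68e-06, and 0.56 with an estimated correlation as well), and 3 of its 30 genes rose. Accessory gland RNAs, a list of mostly male products, spread widely within both genotypes, from 505 to 3414 CPM in wild type and from 521 to 3867 in Δmimi. Fat body and yolk RNAs were shifted upward (0.26, adjusted p = 0.0105, and 0.668 with an estimated correlation), with Lsp1beta among the 2 members that rose, and 1 fell. Hemocyte RNAs were shifted downward (-0.41, adjusted p = 3.32e-05, and 0.528 with an estimated correlation). 2 of 21 hemocyte genes fell (5 adjusted over the list alone), among them Hml, a clotting factor, from 185 ± 29 to 52.5 ± 15.8 CPM (-1.83 ± 0.22, adjusted p = 0.00583, and 0.0505 without replicate 2 of both groups). In the fit with the replicate block 7 hemocyte genes fell, and 5 fat body genes rose and 1 fell.

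Among the remaining lists, heat shock RNAs were shifted upward (median 0.42, adjusted p = 7.65e-04), as were detoxification enzymes (0.05, adjusted p = 0.00365), odorant-binding proteins (0.14, adjusted p = 0.029) and mitochondria-encoded RNAs (0.23, adjusted p = 0.0327). With an estimated correlation the adjusted p was 0.528 for the first 3 of these and 0.668 for mitochondria-encoded RNAs. Detoxification genes moved both ways, 15 higher and 6 lower of 121 (15 and 11 adjusted over the list alone), as did odorant-binding protein genes, 3 higher and 1 lower of 34 (7 and 1 adjusted over the list alone). Obp8a was one of the 3 (1.71 ± 0.20, adjusted p = 0.00564, and 0.0586 without replicate 2 of both groups). Obp99b, another of them, lost its call without each of 5 of the 6 libraries (adjusted p up to 0.122). Obp99d, which fell, lost its call without each of 3 (adjusted p up to 0.144). 1 heat shock gene of 14 rose (4 higher and 1 lower adjusted over the list alone). This was Hsp70Bb, one of several near-identical copies, and its call was lost without each of 5 of the 6 libraries (adjusted p up to 0.192). No mitochondria-encoded RNA passed in edgeR, over all genes or adjusted over the list alone (2 higher at an unadjusted p under 0.05, 0 in DESeq2). In the fit with the replicate block 5 heat shock genes rose and 1 fell, 8 odorant-binding protein genes rose and 4 fell, and 17 detoxification genes rose and 12 fell. Cuticle protein genes (median 0.50, adjusted p = 0.632, 2 higher and 1 lower, 13 and 7 with the replicate block) included Cpr51A at 3.46 ± 0.29 (adjusted p = 0.0011) and Cpr72Ec at -2.05 ± 0.21 (adjusted p = 0.00267). The antimicrobial peptide list had a median of -0.04 and a test statistic in the upward direction (adjusted p = 0.921), and its member BomBc1 rose by 2.48 ± 0.21 (adjusted p = 0.00122). Photoreceptor genes (-0.00, adjusted p = 0.592), cytosolic ribosomal proteins (0.02, adjusted p = 0.592), small nuclear and nucleolar RNAs (-0.04, adjusted p = 0.549), the endoplasmic reticulum (-0.03, adjusted p = 0.757), proteins of neuronal granules (0.01, adjusted p = 0.632) and the nuclear-encoded respiratory chain (-0.10, adjusted p = 0.334) did not pass. The respiratory chain passed downward with the replicate block (adjusted p = 0.0325, and 0.833 with an estimated correlation as well).

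**Figure D2:**
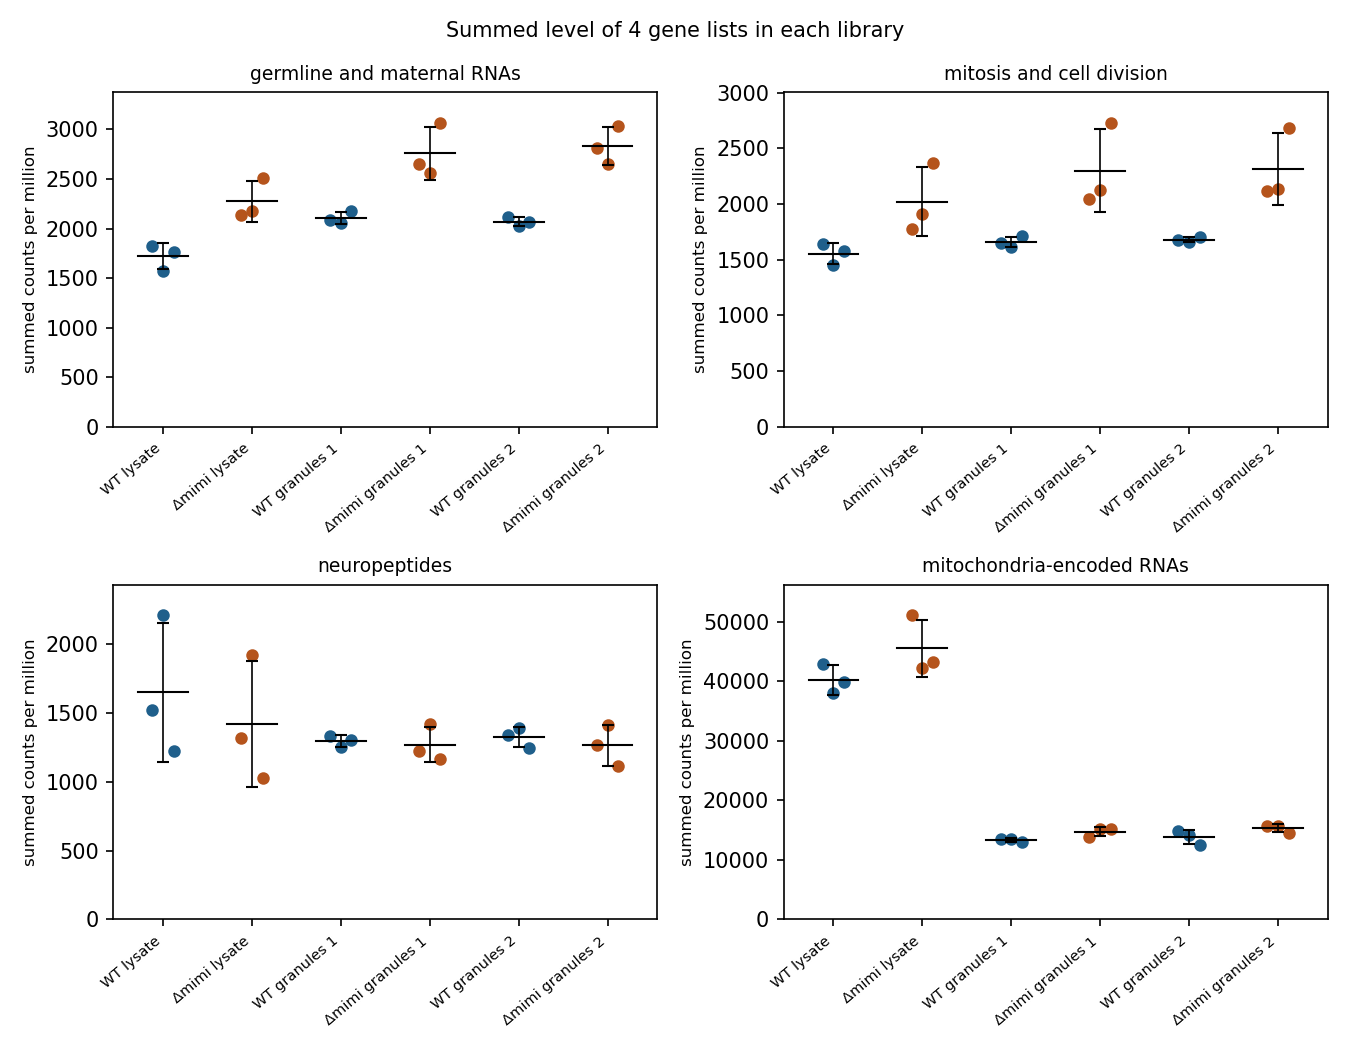
Summed CPM for germline and maternal RNAs, mitosis and cell division, neuropeptides and mitochondria-encoded RNAs in each library, by group. Points are libraries, long lines are means and bars are SD (n = 3), and the axes start at 0. Germline RNAs average 1720 in wild-type and 2274 in Δmimi lysates, and mitochondria-encoded RNAs average 40216 in wild-type lysates and 13323 in wild-type granules 1.

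In wild type, granules 1 differed from the lysate in 990 of 9774 genes, 533 higher and 457 lower. Among the larger increases, CG13071 rose from 37.3 ± 2.7 to 387 ± 61 CPM (3.36 ± 0.14, adjusted p = 4.16e-08, n = 3 each) and se, which encodes an enzyme of eye pigment synthesis, from 235 ± 30 to 1975 ± 220 (3.06 ± 0.15, adjusted p = 1.98e-07). Crys, a protein of the corneal lens, rose by 2.84 ± 0.26 (adjusted p = 1.85e-05), while of the 37 genes of the photoreceptor list 3 rose and 7 fell, also adjusted over the list alone (median -0.08, adjusted p = 0.594). At the other end, the mitochondrial RNAs mt:srRNA and mt:ND1 fell by 2.59 ± 0.33 and 2.14 ± 0.17 (adjusted p = 4.05e-04 and 5.38e-06). Arc1, a capsid-like protein regulated by neuronal activity, fell from 826 ± 126 to 245 ± 67 (-1.76 ± 0.24, adjusted p = 3.99e-04), and snRNA:7SKa, a nuclear regulator of transcription, fell by 1.47 ± 0.16 (adjusted p = 6.28e-05). The replicate block raised the count to 1638 genes, 711 higher and 927 lower.

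Mitochondrial, ribosomal protein and antimicrobial peptide RNAs were shifted downward in wild-type granules 1. Mitochondria-encoded RNAs had a median log2 fold change of -1.24 (adjusted p = 2.1e-20), 11 of 12 fell, and their share of all counts was 4.02 ± 0.25% in lysates and 1.33 ± 0.03% in granules 1. Theirs was the only list in any comparison that passed with an estimated correlation, with adjusted p values of 0.0353 here, 0.0116 in Δmimi granules 1, 0.00877 in wild-type granules 2 and 0.00464 in Δmimi granules 2. These were 0.144, 0.174, 0.0986 and 0.0735 with the replicate block and an estimated correlation together. Cytosolic ribosomal proteins had a median of -0.44 (adjusted p = 1.16e-14, and 0.76 with an estimated correlation). Of these 80 genes 24 fell (27 adjusted over the list alone), among them RpL30 (-0.77 ± 0.14, adjusted p = 0.00269). The nuclear-encoded respiratory chain (72 genes, median -0.59, 6 fell, also adjusted over the list alone, adjusted p = 3.84e-07), antimicrobial peptides (33 genes, -0.75, 10 fell and 1 rose, 12 and 1 adjusted over the list alone, adjusted p = 2.53e-05) and odorant-binding proteins (34 genes, -0.43, 2 fell and 1 rose, 1 and 1 adjusted over the list alone, adjusted p = 0.0149) were shifted downward as well. These 3 had, with an estimated correlation, an adjusted p of 0.851, 0.76 and 0.752. The replicate block gave 41, 21 and 9 genes that fell in them.

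Cuticle protein, detoxification and glial RNAs were shifted upward in wild-type granules 1, though most members did not pass and the adjusted p was 0.76 for each of these 3 lists with an estimated correlation. Of 38 cuticle protein genes 9 rose and 1 fell (9 and 2 adjusted over the list alone, median 0.24, adjusted p = 5.44e-06), led by Cpr66D (2.64 ± 0.23, adjusted p = 1.18e-05) and Cpr49Ag (2.54 ± 0.17, adjusted p = 1.46e-06). Of 121 detoxification enzymes 21 rose and none fell (23 and 0 adjusted over the list alone, median 0.15, adjusted p = 2.87e-04), among them GstE14, a glutathione transferase, at 2.01 ± 0.17 (adjusted p = 9.34e-06). Of 27 glial genes 5 rose and 1 fell (5 and 2 adjusted over the list alone, median 0.16, adjusted p = 0.0399). Gli (0.85 ± 0.10, adjusted p = 1.09e-04) and Nrx-IV (0.76 ± 0.09, adjusted p = 1.21e-04), both components of septate junctions, were among them, as was moody (0.77 ± 0.10, adjusted p = 4.22e-04), a receptor of the blood-brain barrier.

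Among neuronal genes, single members passed in wild-type granules 1, and members of their lists went both ways. At an unadjusted p under 0.05 in edgeR, 9 receptor genes were higher and 4 lower. For synaptic vesicle genes these counts were 4 and 3, and for ion channels 7 and 5. ETHR, a neuropeptide receptor, rose by 1.41 ± 0.18 (adjusted p = 2.08e-04) and Sytalpha, a synaptotagmin, by 0.84 ± 0.16 (adjusted p = 0.00439). The cytoplasmic dynein heavy chain Dhc64C and its RNA adaptor egl rose by 0.73 ± 0.10 and 0.59 ± 0.09 (adjusted p = 4.37e-04 and 9.44e-04). Rbp9, which encodes a neuronal ELAV-like protein, fell by 1.04 ± 0.14 (adjusted p = 4.23e-04) and Rh4, a rhodopsin, by 1.38 ± 0.19 (adjusted p = 4.9e-04). CaMKII was at 0.10 ± 0.14 (adjusted p = 0.703), and chic, the fly profilin, at -0.42 ± 0.11 (adjusted p = 0.0215), under the limit on the fold change. Small nuclear and nucleolar RNAs went both ways, 11 higher and 14 lower of 124 (14 and 15 adjusted over the list alone, median 0.32, adjusted p = 0.594), with snRNA:U4atac of the minor spliceosome at -1.84 ± 0.17 (adjusted p = 1.41e-05). Neuropeptides (median -0.33, adjusted p = 0.0598) and muscle RNAs (-0.60, adjusted p = 0.128) did not pass. Both passed downward with the replicate block (adjusted p = 0.015 and 5.63e-16), as did accessory gland RNAs (0.00702), while fat body (0.0129) and hemocyte RNAs (0.0122) passed upward. With the block and an estimated correlation the adjusted p of these 5 lists was 0.473, 0.216, 0.584, 0.395 and 0.539. With the block 7 neuropeptide, 15 muscle and 6 accessory gland genes fell, and 32 small nuclear and nucleolar RNAs rose and 17 fell.

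Granules 1 of Δmimi differed from their lysates in 718 genes, 369 higher and 349 lower (1312 with the replicate block, 564 and 748). CG13071 rose by 3.25 ± 0.14 (adjusted p = 6.59e-08), Crys by 3.41 ± 0.26 (adjusted p = 9.78e-06) and Cpr66D by 2.41 ± 0.23 (adjusted p = 3.9e-05), while mt:ND1 fell by 2.32 ± 0.17 (adjusted p = 4.97e-06), snRNA:7SKa by 1.81 ± 0.16 (adjusted p = 2.77e-05), Arc1 by 2.02 ± 0.24 (adjusted p = 2.57e-04) and Rbp9 by 1.07 ± 0.14 (adjusted p = 5.87e-04). Of the mitochondria-encoded RNAs 11 of 12 fell (median -1.40). Of 80 ribosomal protein genes 36 fell (37 adjusted over the list alone, median -0.49, adjusted p = 3.25e-24, and 0.811 with an estimated correlation). Cuticle proteins were shifted upward (7 of 38 rose, 8 adjusted over the list alone, adjusted p = 1.33e-06) and antimicrobial peptides downward (7 of 33 fell, 12 with 1 higher adjusted over the list alone, adjusted p = 2.43e-06), both at 0.811 with an estimated correlation. Glial genes were shifted upward (3 of 27 rose and 1 fell, 4 and 2 adjusted over the list alone, adjusted p = 0.027, and 0.811 with an estimated correlation). The nuclear-encoded respiratory chain (6 of 72 fell, 5 adjusted over the list alone, 48 with the replicate block, adjusted p = 2.64e-10) and odorant-binding proteins (3 of 34 fell and 1 rose, also adjusted over the list alone, 12 and 1 with the replicate block, adjusted p = 0.0017) were shifted downward, with an adjusted p of 0.831 and 0.307 with an estimated correlation. The small nuclear and nucleolar list had a median of 0.23 and a test statistic in the downward direction (adjusted p = 0.774). Detoxification enzymes did not pass (9 of 121 rose, adjusted p = 0.0985) and did so with the replicate block (adjusted p = 0.0498), as did muscle (6.05e-18) and accessory gland RNAs (9.11e-05) downward, and hemocyte (0.00108) and fat body RNAs (0.00205) upward. Neuropeptides passed downward and ion channels and digestive enzymes upward with the block, each at an adjusted p of 0.0498. With an estimated correlation as well, the adjusted p of these 8 lists was between 0.252 (muscle) and 0.626 (ion channels).

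Granules 2 differed from lysates in 1091 of 9741 genes in wild type (564 higher, 527 lower) and in 775 in Δmimi (386 higher, 389 lower). CG13071 rose by 3.37 ± 0.11 in wild type (adjusted p = 5.36e-09) and 3.29 ± 0.11 in Δmimi (adjusted p = 7.43e-09), se rose by 3.02 ± 0.14 and 2.70 ± 0.14 (adjusted p = 1.41e-07 and 4.24e-07), and mt:ND1 fell by 2.27 ± 0.12 and 2.32 ± 0.12 (adjusted p = 3.58e-07 and 4.24e-07). Of 80 ribosomal protein genes 24 fell in wild type and 38 in Δmimi (26 and 41 adjusted over the list alone, adjusted p = 9.04e-15 and 1.59e-23, and 0.89 and 0.791 with an estimated correlation). Cuticle proteins (8 and 8 of 38 rose and 2 and 0 fell, adjusted p = 1.26e-05 and 6.61e-07) were shifted upward, and antimicrobial peptides (9 and 8 of 33 fell, adjusted p = 4.2e-05 and 7.81e-06), the respiratory chain (9 and 9 of 72 fell, adjusted p = 9.27e-08 and 1.67e-11) and odorant-binding proteins (2 and 3 of 34 fell and 1 and 1 rose, adjusted p = 0.0126 and 0.00155) downward. With an estimated correlation the adjusted p in wild type and Δmimi was 0.89 and 0.791 for cuticle proteins, 0.89 and 0.815 for antimicrobial peptides, 0.947 and 0.815 for the respiratory chain and 0.642 and 0.266 for odorant-binding proteins. Adjusted over the list alone, 10 and 8 cuticle protein genes rose and 2 and 1 fell, 12 and 10, 16 and 9, and 2 and 3 genes of the other lists fell, and 1 and 1 odorant-binding protein genes rose. In wild type detoxification enzymes (19 of 120 rose, also adjusted over the list alone, adjusted p = 0.00261) and glial genes (7 of 27 rose and 1 fell, 7 and 2 adjusted over the list alone, adjusted p = 0.0227) passed upward too, both at 0.89 with an estimated correlation.

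With the replicate block 1738 genes differed between granules 2 and lysates in wild type and 1383 in Δmimi. The block brought further lists past the threshold in wild type and Δmimi, namely muscle (adjusted p = 7e-16 and 4.36e-19) and accessory gland RNAs (0.0101 and 0.00217) downward, and hemocyte (7.05e-04 and 1.61e-04), fat body (0.0369 and 0.00156) and ion channel RNAs (0.0491 and 0.0187) upward. Neuropeptides passed downward with the block in wild type (0.0185) and glial genes upward in Δmimi (0.0193). All of these were lost with the block and an estimated correlation together, at an adjusted p between 0.158 (hemocytes in Δmimi) and 0.766 (ion channels in wild type). In Δmimi the count of changed genes was 480 without Δmimi lysate replicate 3 and 503 and 512 without Δmimi granules 2 replicates 1 and 2, and with mitochondria-encoded, small nuclear and nucleolar RNAs left out it was 806, with 315 higher and 491 lower.

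Between granules 2 and granules 1 no gene of 9708 passed in edgeR. At an unadjusted p under 0.05, 101 genes differed, and DESeq2 and the replicate block also called 0.

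Whether the change from lysate to granules depended on the genotype was tested for each gene. In granules 1, salr, a zinc finger transcription factor, was the only gene that passed. It rose from 42.2 ± 2.4 to 163 ± 8.5 CPM from lysate to granules 1 in wild type, against 26.7 ± 4.3 and 28.4 ± 1.7 in Δmimi, and the difference of log2 fold changes was 1.84 ± 0.17 (adjusted p = 0.00118, and 0.0623 without replicate 2 of every group). In granules 2 no gene passed in edgeR, with 222 at an unadjusted p under 0.05 against 252 in granules 1. The granules 2 value of salr was 1.72 ± 0.23 (adjusted p = 0.062, 7.55e-06 with the replicate block, 0.0124 without Δmimi granules 2 replicate 2, and from 4.6e-08 in DESeq2 to 0.596 without wild-type lysate replicate 3 over all alternatives). DESeq2 called 14 and 10 genes and the replicate block 42 (37 higher, 5 lower) and 45 (40 higher, 5 lower). For mimi itself the value was 1.34 ± 0.31 in granules 1 (adjusted p = 0.85, and 0.0344 in DESeq2) and 0.87 ± 0.41 in granules 2 (adjusted p = 1, also in DESeq2). The Δmimi side of the mimi values rests on only 30 to 113 counts per library. With the gene deleted they do not test whether the enrichment of mimi depends on mimi. In list tests of the difference, detoxification enzymes were shifted upward in both isolates (median 0.09, adjusted p = 5.27e-04, and 0.06, adjusted p = 0.012) and mitosis genes downward in granules 1 (-0.15, adjusted p = 0.041). With an estimated correlation the adjusted p was 0.982 in granules 1 and 1 in granules 2. No member of these lists passed in edgeR, over all genes or adjusted over the list alone. For detoxification enzymes 10 were higher and 2 lower at an unadjusted p under 0.05 in granules 1, and 8 and 1 in granules 2, and DESeq2 called 1 and 0 (4 and 5 with the replicate block). For mitosis genes both counts were 0. With the replicate block small nuclear and nucleolar RNAs also passed upward in granules 2 (adjusted p = 0.0159, and 0.991 with an estimated correlation as well).

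By the rule of the study, which sets sizes and calls side by side without a test of the difference, 314 genes formed the class of mimi granule RNAs with edgeR and an adjusted p. The count was 331 with an unadjusted p, as the rule is written, and 344 with DESeq2 values. Granules 1 alone gave 563 genes and granules 2 alone 550. No class gene passed the interaction test of edgeR in both isolates, while some did with the replicate block. Other filters and single criteria moved the count further and are given with the processing. In simulated data with no genotype effect the rule gave a median of 108 genes (91 to 125 in 30 draws). The count was 573 without wild-type lysate replicate 2. Of 301 class genes tested in all fits, 12 (3.99%) had changed in Δmimi lysates, against 145 (1.55%) of the other genes, an odds ratio of 2.64 (Fisher's exact test, two-sided, p = 0.00365). Of these, 5 were lower (exact p = 0.0769) and 7 higher (exact p = 0.0156) in Δmimi, where independent lists would share 2.27 and 2.62. Simulated data with the lysate changes but no dependence of the change to granules on the genotype gave a median odds ratio of 4.17. The central 95% ran from 1.83 to 6.72, in classes of 93 to 132 genes. In these simulations, as in the data, both measures used the same lysates.

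Compared directly, granules 1 of Δmimi and wild type differed in 576 genes, 268 higher and 308 lower in Δmimi, and granules 2 in 549, 275 and 274. These fits of 12 libraries treat lysate and granules of a preparation as independent. Their counts are therefore not comparable with the 161 from the fit of 6 lysate libraries. Apart from mimi (-7.89 ± 0.28, adjusted p = 8.9e-09, in granules 1), the leading differences included genes that also changed in lysates, such as Cyp6a17 (5.97 ± 0.15, adjusted p = 3.3e-10), Tep4 (4.09 ± 0.18, adjusted p = 4.1e-08) and Dhc98D (-3.46 ± 0.17, adjusted p = 1.22e-07). CG1246 stood at 30.9 ± 1.51 CPM in wild-type granules 1 and 0.287 ± 0.176 in Δmimi (-6.60 ± 0.37, adjusted p = 5.2e-07). The log2 fold change of salr was -2.51 ± 0.12 in granules 1 (adjusted p = 1.27e-07) and -2.38 ± 0.16 in granules 2 (adjusted p = 4.18e-06). With the replicate block 1115 and 1059 genes differed. The granules 1 count was 375 without Δmimi granules 1 replicate 3. The granules 2 count was 343 and 309 without wild-type granules 2 replicates 1 and 3, 357 without Δmimi granules 2 replicate 2 and 347 without replicate 2 of every group.

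The dopamine receptor Dop2R, whose difference between the genotypes was singled out after its values were seen, moved in opposite directions from lysate to granules in the genotypes. In wild type it rose from 366 ± 44 CPM in lysates to 676 ± 85 in granules 1 (0.87 ± 0.20, adjusted p = 0.0146) and in Δmimi it fell from 308 ± 80 to 174 ± 42 (-0.81 ± 0.21, adjusted p = 0.0285). The first call was lost without wild-type lysate replicate 3 (0.83, adjusted p = 0.0616) and the second without Δmimi lysate replicate 1 (-0.58, adjusted p = 0.0871) and Δmimi granules 1 replicates 2 (-0.89, adjusted p = 0.0546) and 3 (-0.62, adjusted p = 0.0989). Without replicate 2 of every group both calls were lost (0.79, adjusted p = 0.134, and -0.97, adjusted p = 0.0877). The difference of the changes was 1.68 ± 0.29 (adjusted p = 0.409, 1.3e-04 in DESeq2 and 4.84e-06 with the replicate block). In granules 2 Dop2R rose by 0.85 ± 0.20 in wild type (adjusted p = 0.0134) and fell by 0.86 ± 0.20 in Δmimi (adjusted p = 0.019). The rise was lost without wild-type lysate replicate 3 (adjusted p = 0.0762) and wild-type granules 2 replicate 2 (0.0555). The fall was lost without Δmimi lysate replicate 1 (0.0544) and Δmimi granules 2 replicate 3 (0.0678). Without replicate 2 of every group both were lost (adjusted p = 0.145 and 0.0733). With all libraries the difference of the changes in granules 2 was 1.71 ± 0.28 (adjusted p = 0.279, 3.77e-05 in DESeq2 and 2.6e-07 with the replicate block). Compared directly, the log2 fold change of Dop2R in Δmimi was -1.94 ± 0.21 in granules 1 (adjusted p = 1.42e-04) and -1.96 ± 0.21 in granules 2 (adjusted p = 1.15e-04), and no omission of a single library ended either call.

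Germline and maternal RNAs were also shifted upward in the granule fractions of Δmimi, in list tests added for the direct comparisons after the data were seen. Of 39 genes 18 rose in granules 1 (23 adjusted over the list alone, median 0.86, adjusted p = 1.47e-16, and 0.25 with an estimated correlation) and 18 in granules 2 (22 adjusted over the list alone, 1.04, adjusted p = 1.93e-17, and 0.187 with an estimated correlation), and none fell. osk, which directs assembly of the germ plasm, stood at 4.61 ± 1.94 CPM in wild-type and 49.0 ± 22.2 in Δmimi granules 1 (3.40 ± 0.56, adjusted p = 0.00474). bcd, the anterior determinant of the embryo, stood at 1.25 ± 0.40 and 13.3 ± 6.7 (3.40 ± 0.51, adjusted p = 0.00159), and krimp, a piRNA factor, differed by 3.18 ± 0.51 (adjusted p = 0.00235). Of 62 mitosis genes 13 and 14 rose (33 and 31 adjusted over the list alone, adjusted p = 1.14e-15 and 1.15e-14) and of 38 DNA replication genes 5 and 2 (18 and 10 adjusted over the list alone, adjusted p = 3.19e-07 and 1.04e-05). For granules 1 and 2 the adjusted p with an estimated correlation was 0.612 and 0.505 for both of these lists. The replicate block gave 23 and 22 germline genes that rose, 32 and 31 mitosis genes and 17 and 12 replication genes. Without replicate 2 of every group 11 and 5 germline genes rose, and 1 and 0 mitosis genes (edgeR). The lists of testis and digestive enzymes did not pass, but single members rose. In granules 1 and 2 these were 1 of 10 and 3 of 9 testis genes (3 and 3 with 1 and 1 lower adjusted over the list alone, adjusted p = 0.626 and 0.201). Of 11 digestive enzyme genes 2 and 2 rose (also adjusted over the list alone, adjusted p = 0.245 and 0.22). None of either list fell over all genes.

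Heat shock RNAs were shifted upward in Δmimi granules, where 6 of 15 rose in granules 1 (8 adjusted over the list alone, median 0.76, adjusted p = 3.7e-05, and 0.288 with an estimated correlation) and 5 in granules 2 (7 adjusted over the list alone, 0.82, adjusted p = 3.3e-04, and 0.505 with an estimated correlation). Hsp27, a small chaperone, stood at 4.80 ± 2.20 CPM in wild-type granules 1 and 15.0 ± 0.95 in Δmimi (1.66 ± 0.34, adjusted p = 0.0121). Neuropeptides were shifted downward in both isolates (median -0.44, adjusted p = 6.14e-05, and -0.45, adjusted p = 6.7e-05, against 0.612 and 0.505 with an estimated correlation), with 3 lower and 1 higher in granules 1 (12 and 1 adjusted over the list alone) and 3 lower in granules 2 (5 and 1 adjusted over the list alone). The summed neuropeptide level was close in both genotypes, 1297 ± 40.7 CPM in wild-type and 1272 ± 130 in Δmimi granules 1. In granules 2 it was 1327 ± 73.6 and 1267 ± 150. Capa fell in granules 1 by 1.68 ± 0.20 (adjusted p = 2.82e-04). Of 60 receptors 8 fell in granules 1 and 6 in granules 2 (10 with 1 higher, and 8, adjusted over the list alone, adjusted p = 1.47e-04 and 0.00111, against 0.763 and 0.68 with an estimated correlation), among them Dop2R and ETHR (-1.16 ± 0.18, adjusted p = 0.00192, in granules 1). In the fit with the replicate block 14 and 15 neuropeptide genes fell and 1 rose in each, and 13 and 10 receptor genes fell. Hemocyte (medians -0.23 and -0.26, adjusted p = 0.00368 and 0.0186), synaptic vesicle (-0.23 and -0.19, adjusted p = 4.44e-04 and 0.00626), ion channel (-0.26 and -0.21, adjusted p = 0.00143 and 0.00319) and glial genes (-0.19 and -0.22, adjusted p = 0.0477 and 0.00626) were shifted downward in granules 1 and 2. Eggshell (1.19, adjusted p = 0.0323) and mitochondria-encoded RNAs (0.32, adjusted p = 0.00952) were shifted upward in granules 2. All of these were lost with an estimated correlation (adjusted p of 0.505 to 0.901). Few members passed in edgeR. In granules 1 and 2, 2 of 21 and 2 of 20 hemocyte, 1 and 0 of 40 synaptic vesicle, 3 and 1 of 48 ion channel and 1 and 2 of 27 glial genes fell. None of these rose. In granules 2, 1 of 4 eggshell and 1 of 12 mitochondria-encoded RNAs rose. Adjusted over the list alone, 6 and 4 hemocyte (with 1 higher in granules 2), 5 and 0 synaptic vesicle, 5 and 2 ion channel and 1 and 2 glial genes fell. By the same measure 2 eggshell and 2 mitochondria-encoded RNAs rose in granules 2. For synaptic vesicle genes in granules 2, 8 were lower at an unadjusted p under 0.05 and 1 in DESeq2.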

Values the study reported

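The study reported 352 mRNAs and 297 proteins associated with mimi granules.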

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

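The interaction value of salr in granules 2 was chosen only after the result was seen, while the interaction test itself was planned. salr stands out because its change from lysate to granules 1 differed between the genotypes in the test of that difference, by 1.84 ± 0.17 (edgeR, adjusted p = 0.00118). That test had the group as the only factor and did not use the pairing. With the replicate block many more genes passed in both isolates. Dop2R then had a smaller adjusted p than salr, 4.84e-06 against 5.73e-06 in granules 1 and 2.6e-07 against 7.55e-06 in granules 2 (edgeR). All 3 wild-type granules 1 libraries lay above all lysate libraries and all Δmimi granules 1 libraries for this gene. Of the 10 splits of the samples, the real one gave 1 gene and the highest other 0, and 10 splits are too few to judge chance. In granules 2 the real count was 0, so all 10 of 10 splits gave as many. No explanation was weighed for salr.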

How the results depend on the processing

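Leaving out replicate 2 of every group, the replicate block with an estimated correlation and the class by the interaction test with the block were tests chosen only after the data were seen. With the replicate block the changed genes were 891 in lysates, 1638 and 1312 in wild-type and Δmimi granules 1, 1738 and 1383 in wild-type and Δmimi granules 2, 1115 and 1059 between the genotypes in granules 1 and 2, and 42 and 45 in the interactions. Between granules 2 and 1 it stayed at 0. The lysate count of 161 was 431 with DESeq2, 255 with no count filter and 504 with all 18 libraries in one fit. The fit of 18 treats the lysate and both granule libraries of a preparation as independent, which the samples are not. The interaction counts were 14 and 10 with DESeq2. For granules 2 the interaction count was 1 with total counts and no TMM, 1 with mitochondria-encoded, small nuclear and nucleolar RNAs left out, 1 with no count filter and 1 with all 18 libraries. The class of 314 genes became 1363 with no count filter, 170 and 180 with its first or second criterion alone, 563 and 550 with granules 1 or 2 alone, and 0 with the interaction test required (25 with the replicate block in that test, all 25 of them in the class of 314). Of 47 calls of gene lists in the planned comparisons, 4 were left with an estimated correlation, 75 were made with the replicate block and 0 with both. The block ended no call of a list. The cause was not tested, apart from the added criteria and filters, which by construction change the genes that can enter.

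Leaving out libraries gave 79 to 308 changed genes in lysates, with 79 without wild-type lysate replicate 3 and 308 without Δmimi lysate replicate 1. The ranges were 0 to 1 for both interactions (0 without replicate 2 of every group in granules 1, 1 without Δmimi granules 2 replicate 2 in granules 2), 375 to 661 and 309 to 620 between the genotypes in granules 1 and 2 (375 without Δmimi granules 1 replicate 3, 309 without wild-type granules 2 replicate 3), 480 to 785 in Δmimi granules 2 (480 without Δmimi lysate replicate 3) and 220 to 573 for the class (573 without wild-type lysate replicate 2). The log2 fold change of mimi between lysates stayed between -6.71 and -6.39. Of 117 named gene values, 35 lost their call in at least 1 such omission, 3 gained one and 2 turned sign. The latter were not calls. CaMKII in wild-type granules 1 was at -0.012 without replicate 2 of every group, with a highest value of 0.234 without wild-type lysate replicate 1. mimi in Δmimi granules 2 was at -0.004 and -0.001 without Δmimi lysate replicates 2 and 3, -0.281 without Δmimi granules 2 replicate 2 and -0.328 without replicate 2 of every group, with a highest value of 0.379 without Δmimi granules 2 replicate 3. In the other settings 5 of the 117 lost their call and 6 gained one. At this depth, 35% of genes simulated with an interaction of 1 on the log2 scale were recovered in granules 1 and 30% in granules 2. The simulated libraries lacked the deviations shared by same-numbered libraries, so these shares need not hold for the data.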

Other observations

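Tests of ovary tissue, of tissue from below the neck and of follicle cells were chosen only after the result was seen, and those for ovary tissue and follicle cells, like that for shared lysates in the next paragraph, were rated as undecided only after their values were known. Germline and cell division lists were shifted upward in Δmimi lysates, with 1 of 39 germline genes and 0 of 63 mitosis and 38 replication genes past the threshold in edgeR, and at an adjusted p of 0.528 with an estimated correlation. More late egg chambers with their follicle cells stay open, since the 15 chorion and vitelline membrane RNAs (5.54 ± 0.92 CPM in Δmimi and 6.03 ± 3.44 in wild-type lysates) had only 22 to 78 counts in all per lysate, and the wild-type mean rests on replicate 2 (78 counts, against 29 and 22). A rise by the germline median would have put the Δmimi mean at 11.19 CPM, which was not reached. That level rests on the same wild-type mean and few counts, so it cannot decide. Ovary tissue in general stays open, since the eggshell median of 2.108 rests on 3 genes made in part by germline cells. Tissue from below the neck stays open too, since the medians of all 4 lists tested were above 0 (accessory gland 0.643, digestive enzymes 0.102, testis 0.084, muscle 0.242), though only 1 was over 0.5, where the prediction asked for 3. An effect of mimi loss on these RNAs, or another difference between the strains, may be a candidate explanation as well and was not tested.

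Of the RNAs lower in Δmimi lysates, 6.85% were in the class of mimi granule RNAs. Simulated data with the lysate changes and no interaction gave a median of 5.31% with a central 95% from 2.6 to 9.01, but the simulated classes held 93 to 132 genes against 301 here. By the prediction written before the result was seen, a share inside that range counted for an origin in the lysate libraries that enter both measures. A share grows with the size of the class, so the test was rated as undecided after its value was known. No simulation had separate lysates for both measures, so what sharing adds was not measured either. By the rule of the class, a Δmimi lysate that is too high by chance brings a gene into it. By this route alone, noise in the shared lysates favours higher calls and works against lower ones. Yet the simulated median of 5.31% for lower calls was more than independent lists with classes of 93 to 132 genes would share. An overlap of lower calls thus also arose without an interaction. The share of lower calls therefore cannot decide on this origin, which stays open for lower and higher calls. The lysates of 3 libraries could not be divided into parts of at least 2. Part of the excess of higher calls over independent lists (7 observed against 2.62) may come from the shared lysates. The lower calls were 5 against 2.27, an excess that may likewise arise without an interaction. The overall odds ratio of 2.64 lies inside the simulated 1.83 to 6.72, but with the same mismatch in class size. A link between the class and lysate levels was therefore neither shown nor excluded.

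The change from lysate to wild-type granules 1 went with transcript length over 9580 genes, which are not independent replicates (Spearman's rho 0.419). In Δmimi granules 1 rho was 0.505, and in granules 2 it was 0.461 in wild type and 0.529 in Δmimi. The median longest transcript was 2572 bp for RNAs higher in wild-type granules 1, 895 for lower ones and 2105 for the others. Length may therefore take part in what is pelleted, in wild type and without mimi. Properties that go with length were not separated from it.

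For each other comparison of 3 with 3 libraries, 10 splits are too few to judge chance. The real split was the 1 of 10 with as many changed genes in lysates (161), wild-type and Δmimi granules 1 (990 and 718), granules 2 (1091 and 775) and the direct comparisons (576 and 549), and the highest of the others was 0 in each. Between granules 2 and granules 1 the real count was 0, so that all 100 of 100 drawn splits had to give as many and the comparison says nothing about chance. The highest other split gave 93, and what sets that split apart was not tested.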
